A study of Mus musculus with 4 samples. Its data were reported in "Mechanisms underlying divergent responses of genetically distinct macrophages to IL-4" (2021).

How the data were processed

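H3K4me3 HiChIP was run on C57BL/6J bone marrow-derived macrophages after 7 days of differentiation, in 2 basal samples and 2 samples treated with 20 ng/mL IL-4 for 24 h. Per the labels, formaldehyde-fixed cells were digested with 375 U of MboI, which cuts at GATC, and immunoprecipitated with 7.5 μg of antibody. Libraries of 250 to 700 bp were sequenced as 75-bp paired ends. The samples were grouped by their titles, and the labels call them biological replicates.

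The submitters' processing notes name Bowtie2, bedtools and the mm10 build. By the study's methods, the authors ran MAPS, a caller of significant contacts for HiChIP, at a bin size of 5000 bp on the merged reads of all 4 samples, with H3K4me3 ChIP-seq peaks as anchors. MAPS tests bin pairs in which at least 1 bin holds a peak and models the count from distance, restriction site density, GC content, mappability and enrichment. Bins without the mark therefore enter the list only as partners of marked bins, and observed over expected depends on how well that model fits at each distance. The deposited list gives for each bin pair the observed count of paired reads and the expected count of the authors' model, and both were used as deposited. The deposited false discovery rates are adjusted p-values of the authors; all were below 0.01, and those of clusters of 1 bin pair were below 0.0001. The authors' deposited list also holds a cluster label and size (a count of bin pairs) and a −log10 p summed over each cluster, and the latter was not used. All listed ratios of observed to expected were at least 2. The list is pooled over conditions and replicates and holds autosomes only, so a planned test of basal against IL-4 could not be made, the depth per sample is unknown, and X-linked genes were not analysed here. The total of the observed counts, 12385062, covers the significant bin pairs and is not a sequencing depth.

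Positions are given in mm10, counted from 1. All bins lay within the chromosome lengths of GRCm38, whose sequence was used for motifs. Gene annotation was the basic set of GENCODE M21. A bin was a promoter bin where a TSS of a protein-coding transcript lay in it, and an interaction belonged to a gene where either bin was one of its promoter bins. Other bins were called exon, intron or intergenic by protein-coding genes. Distances are between bin starts.

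For each promoter end of an interaction, the mirrored bin lay at the same distance on the other side of the promoter bin, and pairs with fewer than 4500 known bases in either bin were left out. Differences between partner and mirrored bins were computed per chromosome and tested with a two-sided sign-flip permutation test over 19 chromosomes with 100000 resamples, whose smallest p is 1e-05. Motifs were fixed consensus sequences of 9 factors counted on both strands, with Benjamini-Hochberg adjustment. CTCF pairs were classed as convergent, divergent or in the same orientation where each bin held matches in 1 orientation only. Shares are given with 95% Wilson intervals, which cover counting error only.

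The 14 gene lists, with 374 entries, were fixed before the data were examined. Of these, 10 were left out because the gene lies on the X chromosome or has no protein-coding transcript in the annotation used. Some lists share genes, 7 of them between the IL-4-responsive and the IL-4 signalling lists. Each median and mean was placed among 10000 random lists with equal numbers of genes in 10 strata of gene density within 500 kb, and percentiles under 2.5 or over 97.5 are called low or high. No p-value was computed across genes. On simulated lists of 30 genes over the 20720 genes, 5.0% of random lists fell outside the central 95%. All lists raised by 10 interactions per gene were found, and 69.5% of lists raised to 3 times their value plus 3 were found. No lowered lists were simulated, so the power to call a list low is unknown. The sign-flip test called 4.8% of simulations without a difference and 99.0% of those with a difference of 1 SD.

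The genes named were fixed by rule before the data were examined. They are the genes the study discusses at a locus, the 10 genes with the most interactions, the 2 leading members of each list with the number at 0, and the 5 interactions with the highest count and the 5 with the highest ratio. Not every gene and interaction that this rule selects is described. Other members named beside them are examples chosen after their values were seen. Alternatives comprised a false discovery rate under 1e-06, counts of at least 10, ratios of at least 4, 1 interaction per cluster, no singletons, wider promoters, all gene biotypes, distance splits at 200 kb, GC matching, reordered motifs and other measures per gene. The outermost TSS of each gene and lists without their leading gene were alternatives added after the data were seen. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0, and matplotlib 3.10.9 for plots.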

Results

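Bone marrow cells of C57BL/6J mice were grown for 7 days with M-CSF into bone marrow-derived macrophages (BMDMs), and were left untreated (basal) or given 20 ng/mL interleukin-4 (IL-4), a cytokine that drives alternative macrophage activation, for 24 h. HiChIP, a proximity ligation assay that enriches DNA contacts for fragments bound by a chosen protein or histone mark, was run with an antibody to H3K4me3, a histone mark of active promoters. Each condition had 2 biological replicates, giving 4 samples. The values analysed here are 1 list of significant interactions called on the merged reads of all 4 samples. Each entry is a pair of 5-kb bins with 1 observed count and 1 expected count, so basal and IL-4-treated macrophages were not compared, no replicate error exists, and the depth of each sample is unknown. Each value below describes the pooled macrophage population. Tests below take the 19 autosomes as units and measure the spread between chromosomes, not between cultures.

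The pooled macrophages had 237102 significant interactions on the 19 autosomes, in 58277 clusters of neighbouring bin pairs. The median distance between the paired bins was 185 kb, with quartiles of 85 kb and 370 kb and a range of 10 kb to 1 Mb. The observed count per interaction ranged from 5 to 2050 with a median of 27, and the median ratio of observed to expected was 3.11. This ratio depended on distance. Between 10 and 50 kb its median was 2.42 with a median expected count of 52.2, and between 500 and 1000 kb it was 4.30 with a median expected count of 3.25. Gene-dense chromosomes held more interactions. Chromosome 11 had 160 interactions per Mb and chromosome 19 had 152, whereas chromosome 14 had 69.4 and chromosome 1 had 73.0. Over the 19 chromosomes, interactions per Mb followed protein-coding genes per Mb (Pearson's r = 0.845, permutation p = 0.0001; Spearman's rank correlation = 0.90, permutation p = 0.0001; both the smallest p that 10000 permutations can give). Without chromosomes 7 and 11, the 2 farthest from the median gene density, r was 0.896.

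Which promoters the distal contacts of macrophages reach was asked first by annotation. A transcription start site (TSS) of a protein-coding gene lay in both bins of 10893 interactions (4.59%, 95% Wilson interval 4.51 to 4.68%), in 1 bin of 137420 (58.0%, 57.8 to 58.2%) and in neither bin of 88789 (37.4%, 37.3 to 37.6%). The intervals cover counting error only, and neighbouring bin pairs are not independent. Of the 20720 protein-coding genes on these chromosomes, 13093 (63.2%) had at least 1 interaction at a promoter bin, and the median over all genes was 2. The share with a TSS in neither bin depended on the width of the promoter. It was 22.9% when a TSS within 2500 bp of the bin counted and 18.9% within 5000 bp, and the share with a TSS at both ends was then 12.8% and 19.9%.

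Slc7a2, a cationic amino acid transporter gene and the study's example of an IL-4-induced gene, had 49 interactions at its promoter bins on chromosome 8 (mm10; gene at 40862396 to 40922308, plus strand). This placed it at rank 631 of the 20720 genes. The interactions of Slc7a2 fell in 10 clusters. With 1 interaction kept per cluster, which can lie at other bins, Slc7a2 had 7, and at ratios of at least 4 it had 20. The partner bins lay mostly on 1 side, with 42 upstream of Slc7a2 and 7 downstream. In 16 of the 49 interactions (32.7%) the partner bin overlapped Mtmr7, a myotubularin-related phosphatase gene at 40551095 to 40634797 on the minus strand, at distances of 230 to 310 kb. The strongest partner by ratio was the bin at 40610001 to 40615000 in an Mtmr7 intron, 250 kb from the promoter, with 106 observed and 6.74 expected counts (ratio 15.7, FDR 1.55e-84). The strongest by count was a bin 10 kb away that holds a further TSS of Slc7a2, with 266 observed counts (ratio 2.14). Mtmr7 had 1 interaction at its own promoter, which joined it to the Slc7a2 promoter bin with 54 observed counts (ratio 3.77, FDR 1.37e-14).

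Other genes that the study discusses in the response to IL-4 differed widely in their contacts. Egr2, a zinc finger transcription factor gene, had 7 interactions, of which 6 reached intergenic bins and 1 an intron. Its highest count was 172 at 67645001 to 67650000 on chromosome 10, 110 kb downstream (ratio 4.91), and its highest ratio was 9.14 at 67805001 to 67810000, 270 kb downstream, with 100 observed counts. Upstream, an intergenic bin 220 kb away at 67315001 to 67320000 had 128 observed counts (ratio 8.92). Pparg, the gene of a lipid-activated nuclear receptor, had 3 interactions, the strongest with an intergenic bin 175 kb away (107 observed counts, ratio 5.11). Klf4, a zinc finger factor gene, had 2 interactions, 1 of them with an intergenic bin 690 kb upstream at 56220001 to 56225000 on chromosome 4, where 101 counts were observed and 5.30 expected (ratio 19.1, FDR 5.95e-88). Mmp12, the macrophage elastase gene, had 14 interactions, and 8 of their partners lay in 1 window of 100 kb that holds Mmp8, Mmp20 and Mmp27. Its highest ratio was 6.06 at a distance of 245 kb, with 22 observed counts.

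Stat6, the transcription factor gene downstream of the IL-4 receptor, had 26 interactions, with a highest count of 464 in its own exons 10 kb from the promoter (ratio 2.88) and a highest ratio of 5.87 in an exon bin of Prim1, a DNA primase gene, 390 kb away. Spi1, which encodes the macrophage factor PU.1, had 36 interactions. Their highest count was 915 at a bin 15 kb upstream of the promoter bin, at 91080001 to 91085000 on chromosome 2 (ratio 3.36, FDR 7.72e-202). That bin holds the annotated start of the Spi1 gene, at 91082390, and was classed as a Spi1 intron by the annotation. The promoter of Spi1 also reached TSS bins of Nr1h3, Madd, Mybpc3, Slc39a13 and Ckap5. Cebpb, a C/EBP family factor gene, had 27 interactions, all downstream of the gene and 22 of them with intergenic bins. The strongest lay 210 kb away at 167895001 to 167900000, 34.8 kb from the TSS of the phosphatase gene Ptpn1, with 113 observed and 7.24 expected counts (ratio 15.6). Ripk2, a kinase gene of bacterial sensing, had 20 interactions with a highest ratio of 4.82 in an exon bin of Nbn, 180 kb away. These numbers depended on the promoter definition and on how clusters were counted. When a TSS within 2500 bp of the bin counted, Cebpb had 67 interactions, Stat6 41, Pparg 6 and Msx3 8. With 1 interaction kept per cluster, Spi1 had 9, Stat6 5 and Cebpb 0, although their interactions fell in 9, 9 and 1 clusters. The interaction kept for a cluster can lie at other bins than the promoter bin. The 0 of Cebpb therefore does not mean that it had no cluster. Few or no contacts were listed for the rest. The homeobox gene Msx3 had 2 interactions and Treml2 had 1, whereas Btbd11 and Cd36, a scavenger receptor gene, had none. Because the list holds significant interactions, a gene with none is listed at 0 and its contacts may lie below the limits of the calls.

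**Figure D1:**
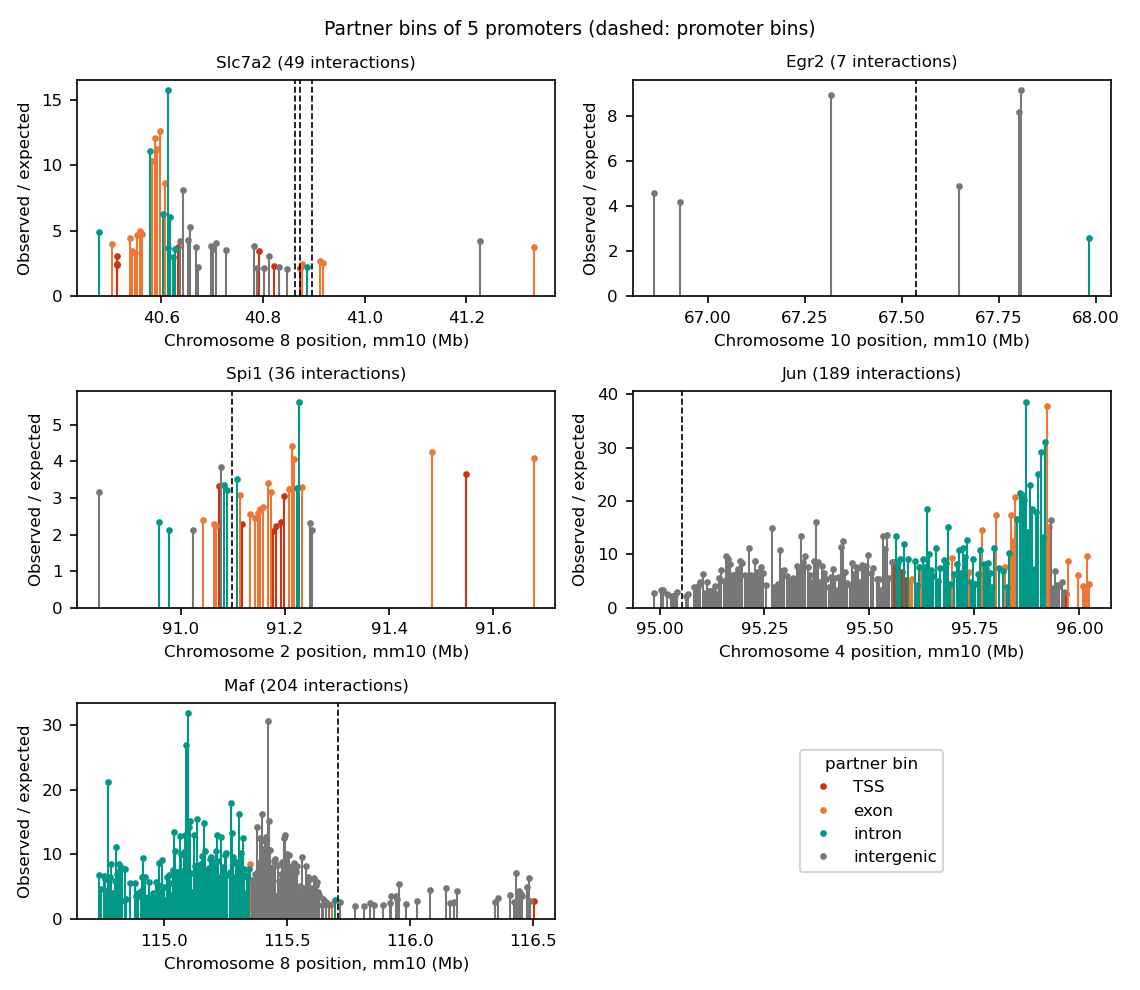
Ratio of observed to expected counts (y axis) for each partner bin of 5 promoters by position in mm10 (x axis, Mb), coloured by what the protein-coding annotation holds in the partner bin, with dashed lines at the promoter bins. The tallest Slc7a2 partner has a ratio of 15.7 and lies in Mtmr7, the tallest Egr2 partner has 9.14, and the Jun and Maf partners reach 38.6 and 31.8 at 820 and 610 kb.

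The 10 genes with the most interactions at their promoters had 155 to 204 each. Maf, a basic leucine zipper factor gene of macrophages, led with 204 interactions, followed by Jun (189), a subunit gene of AP-1. Pik3r1 (183) encodes the regulatory subunit of PI3-kinase, Cited2 (177) a CBP/p300-binding transcriptional regulator, Rnd3 (173) a small GTPase and Tcf4 (172) an E-protein transcription factor. Bcl6, a transcriptional repressor gene, shared its promoter bin with the short gene Gm37419, and both had 171. Jarid2 (158), a Polycomb cofactor gene, and Plk2 (155), a polo-like kinase gene, completed the 10 genes. Their strongest partners by ratio lay 500 to 890 kb away. Of the 204 Maf partners 111 lay in introns, and the strongest by ratio was an intron of Wwox at 115095001 to 115100000 on chromosome 8, 610 kb from the promoter (243 observed counts, ratio 31.8). Of the 189 Jun partners 181 lay upstream, and the strongest by ratio was in an intron of Fggy at 95870001 to 95875000 on chromosome 4, 820 kb away (102 observed counts, ratio 38.6). Bcl6 reached an intron of Lpp 635 kb away with 175 observed counts (ratio 28.9). Cited2 and Plk2 had 171 of 177 and 154 of 155 partners in intergenic bins, and the strongest Plk2 partner lay 840 kb downstream (172 observed counts, ratio 32.8). These numbers count neighbouring bin pairs separately. With 1 interaction kept per cluster, Maf had 15, Jun 2, Bcl6 2 and Plk2 5, so the order depended on how clusters were counted.

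Gene lists of macrophage functions and of other tissues were fixed before the data were examined. Each list was placed among 10000 random lists of the same size, matched on the number of protein-coding genes within 500 kb, as a description of the pooled list. The macrophage identity list had a median of 12 interactions over 36 genes (mean 23.1 ± 41 SD over genes), at percentile 99.99 of the random medians. Of its members 35 had at least 1 interaction, led by Maf and by Runx1 (152), a hematopoietic Runt factor gene, with Cd84 at 60, the efferocytosis receptor gene Mertk at 42 and the LPS receptor gene Tlr4 at 38. The scavenger receptor gene Msr1 had none. The list of IL-4 signalling and collaborating factors also had a median of 12 over 29 genes (percentile 99.9), led by Jun and Smad3 (48), with Jak1 at 29 and Il4ra and Stat6 at 26 each. Only Klf2 had none in that list. Housekeeping genes had a median of 11 over 28 genes (percentile 99.8), led by Ywhaz (57) and Hsp90ab1 (39), and none lacked an interaction. The high IL-4 signalling calls ended when clusters were counted (median at percentile 97.4, mean at 91.8), and the high housekeeping calls ended at ratios of at least 4 (93.2 and 86.5). The high means of these lists also ended without the leading gene, at 96.1 without Jun and 96.6 without Ywhaz. Leaving out the highest member lowers a mean by construction, so this alone cannot decide whether an excess rested on 1 gene. The high housekeeping mean also ended without matching (97.0).

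The lists of genes that respond to stimulation lay inside the central 95% of random lists when all members were counted. The IL-4-responsive list had a median of 2 over 37 genes (percentile 52.9; mean 7.14 ± 11.3 SD over genes, percentile 25), with 9 genes at 0. Slc7a2 and Cish (28), a cytokine-induced SH2 protein gene, led it, whereas the alternative activation genes Retnla and Chil4 were listed at 0. Inflammatory genes had a median of 3.5 over 38 genes (percentile 82.6), led by Nfkbiz (56) and Socs3 (26), regulators of NF-κB and cytokine signalling, with 6 genes at 0, among them Nos2 and Ptgs2. The lipid and lysosome list had a median of 4 over 27 genes (percentile 84.6), and 5 of its genes had none, whereas Fabp5, a fatty acid-binding protein gene, had 28.

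Most lists of other lineages and of development lay low by the mean number of interactions. Developmental regulators had a median of 0 and a mean of 0.633 over 30 genes, below all 10000 random means, and 22 had none; Pax6 (6) and Nkx6-1 (4) led. The means of the hepatocyte list (1.52, percentile 0.03), the neuronal list (1.61, percentile 0.095) and the stromal list (1.86, percentile 0.15) lay below the central 95% of random means. Their leading genes were Apoa1 (13) and Apoa2 (6), Dlg4 (17) and Slc17a7 (5), and Pecam1 (26) and Pdgfra (4), of which Dlg4 and Pecam1 each share a promoter bin with another gene, and 11 of 23, 13 of 23 and 12 of 22 members had none. The T cell list (mean 3.29, percentile 2.38, 14 of 21 genes at 0) also lay low by the mean. So did the B cell list (2.89, percentile 1.965, 8 of 18 at 0) and the neutrophil list (2.83, percentile 2.01, 6 of 18 at 0). No median of these 7 lists was called low. The T cell, stromal, neuronal and developmental medians were 0, the lowest possible value, and still lay at percentiles 5.16, 4.49, 7.8 and 9.0. A low median call was therefore out of reach for lists with a median of 0, and its absence there decides nothing. The low calls of the T cell, B cell and neutrophil means ended when a TSS within 2500 bp of the bin counted (percentiles 3.39, 14.9 and 6.37), and several other alternatives also ended them, such as summed counts for T and B cell genes (6.53 and 5.99) and ratios of at least 4 for neutrophil genes (20.0). Lck (32) and Cd28 (25) led the T cell genes, Blnk (16) and Cd22 (12) the B cell genes, and Cebpe (13) and Csf3r (9) the neutrophil genes. The highest count of the Lck promoter was with the TSS bin of Hdac1, 15 kb away (619 observed counts, ratio 2.10). The dendritic cell list had a median of 1 (percentile 23.6) and a mean of 15.2 (percentile 90.8), in which Tcf4 (172) was followed by Clec9a (22), and 2 of its 14 genes had none.

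The calls tested enrichment at H3K4me3-marked bins, so a promoter without the mark has few ways to enter the list, and these differences describe marking and contact together. Among genes with at least 1 interaction, the medians of the macrophage identity, IL-4 signalling and housekeeping lists lay at percentiles 96.7, 91.8 and 89.5, inside the central 95%, while the macrophage identity mean stayed high (percentile 99.6). The IL-4-responsive median (2.5) lay at percentile 0.38 there and its mean inside at 6.30, and the inflammatory mean was low (1.71), as were the stromal, hepatocyte, dendritic cell, neuronal, B cell and developmental medians (0.125, 0.25, 0.3, 1.88, 2.15 and 2.37).

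**Figure D2:**
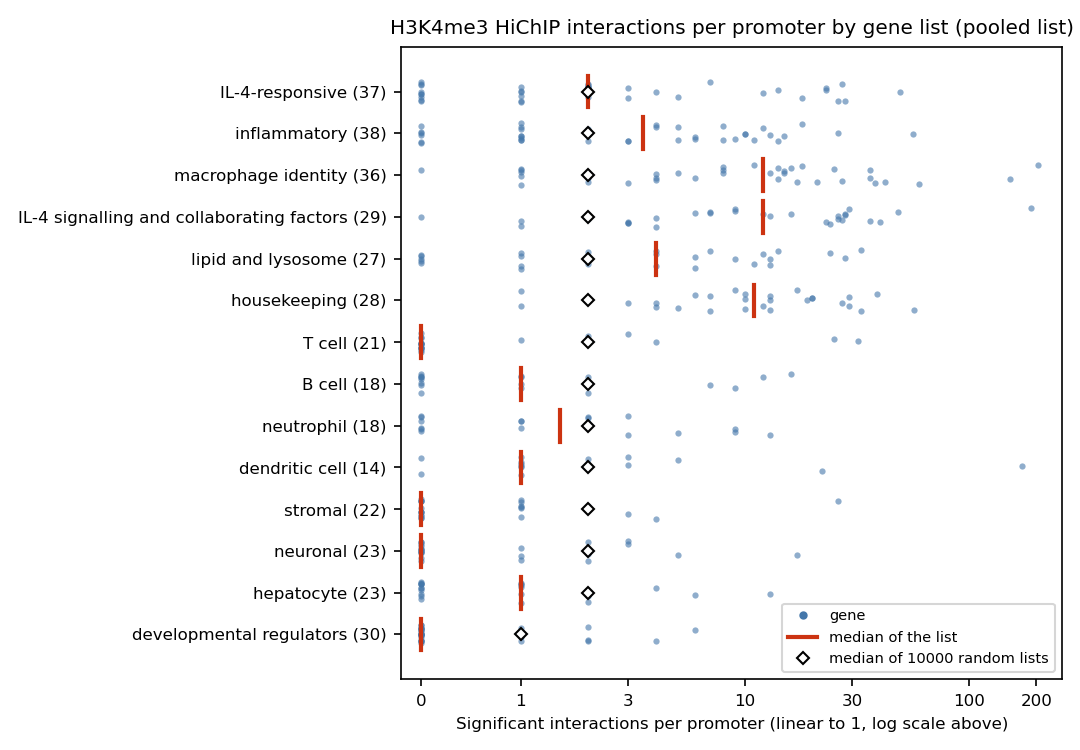
Significant interactions per promoter (x axis, linear up to 1 and logarithmic above) for each gene of 14 lists (rows, number of genes in parentheses), with the median of each list and the median of its matched random lists. The macrophage identity and IL-4 signalling medians are 12 and the housekeeping median is 11, against 2 in random lists, and the IL-4-responsive median equals that of random lists.

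How often listed partners of promoters were themselves promoters was compared with a mirrored bin, at the same distance on the opposite side of the same promoter. The partner bin held a protein-coding TSS in 13.7% of 158198 promoter ends and the mirrored bin in 10.1%, a difference of 3.59 percentage points ± 0.857 (SD over 19 chromosomes). The partner share was higher on all 19 chromosomes (sign-flip permutation p = 2e-05, two-sided). Exon bins were also more frequent among partners than among mirrored bins (32.9% against 30%, higher on 18 of 19 chromosomes, adjusted permutation p = 2.7e-05), intergenic bins were less frequent (32.4% against 38.7%, lower on all 19, adjusted permutation p = 2e-05), and intron bins did not differ beyond the spread of chromosomes (21% against 21.3%, adjusted permutation p = 0.49). The adjustment was over 4 kinds of bin. The calls need H3K4me3 at 1 of the bins, which by itself favours TSS bins as partners of promoters without the mark, so the excess is not a measure of contact preference alone. The excess of TSS bins was 6.11 percentage points over 200 kb, 1.26 up to 200 kb and 10.1 when a TSS within 2500 bp of the bin counted. Among interactions with a ratio of at least 4 it was 0.575 percentage points and higher on 10 of 19 chromosomes (permutation p = 0.14), so promoter partners were not detectably in excess among the interactions with the highest ratios.

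Motif matches were then compared in 123647 pairs of partner and mirrored bins without a TSS. The motif of CTCF, the architectural factor at loop anchors, had the highest excess in partner bins, with a ratio of 1.34 to mirrored bins (higher on 19 of 19 chromosomes, adjusted permutation p = 4.5e-05). AP-1 motifs, bound by Jun and Fos proteins, had a ratio of 1.06 (19 of 19, adjusted permutation p = 4.5e-05). The NRF motif contains the whole AP-1 motif, so each NRF match is also an AP-1 match and the NRF difference is not separate from that of AP-1. PU.1 had 1.10 (15 of 19, adjusted permutation p = 0.003), NRF 1.08 (18 of 19, adjusted permutation p = 0.003) and C/EBP 1.02 (14 of 19, adjusted permutation p = 0.016), while the STAT6 motif was lower in partner bins (0.988, higher on 4 of 19, adjusted permutation p = 0.015). EGR (1.02), PPAR (1.02) and IRF (0.996) motifs did not differ, with adjusted permutation p of 0.68, 0.81 and 0.65 over the 9 motifs. In pairs matched on GC content within 1 percentage point, CTCF (1.38) and AP-1 (1.05) kept an adjusted permutation p under the threshold, at 9e-05 and 0.0043. The PU.1 (1.11), C/EBP (1.05), NRF (1.04) and STAT6 (0.991) differences did not, with adjusted permutation p of 0.086, 0.086, 0.42 and 0.40 over fewer pairs (21289). The STAT6 and AP-1 motifs with their letters reordered gave opposite differences of similar size (1.02 and 0.932). Reordered NRF also went the opposite way, whereas reordered PU.1 and C/EBP gave ratios on the same side as the motifs themselves. The reordered PU.1 ratio was smaller than that of PU.1, but the reordered C/EBP ratio was not smaller than that of C/EBP. The CTCF motif with its letters reordered had a ratio of 1.20 (adjusted permutation p = 0.27). This reordered motif had 293 matches on the 19 autosomes against 12245 for the CTCF motif. These were too few for its p to decide whether reordered letters also give an excess.

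CTCF motifs at the paired bins were oriented toward each other more often than away. Of 761 interactions whose bins each held CTCF motifs in 1 orientation, 318 were convergent (41.8%, 95% Wilson interval 38.3 to 45.3%), 109 divergent (14.3%) and 334 in the same orientation (43.9%). Convergent exceeded divergent pairs by 27.5 percentage points over all interactions (SD over chromosomes 10.6), and the direction was the same on each of the 19 chromosomes (sign-flip permutation p = 1e-05, the smallest the resampling can give). With 1 interaction per cluster, 196 pairs remained and the excess was 15.3 percentage points (higher on 13 chromosomes, permutation p = 0.031).

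**Figure D3:**
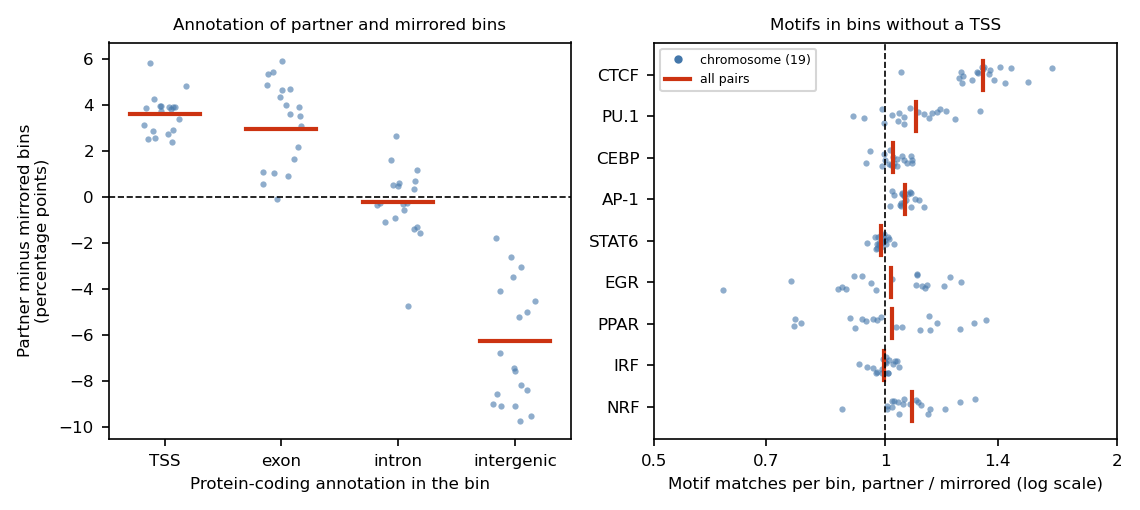
Left, share of partner bins minus share of mirrored bins (percentage points) by the protein-coding annotation of the bin; right, motif matches per bin in partner bins divided by mirrored bins (log scale), with points for the 19 chromosomes and lines for all pairs together. TSS bins exceed 0 on all chromosomes (3.59 points together), and the CTCF ratio exceeds 1 on all chromosomes, from 1.05 to 1.65.

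The interactions with the highest counts joined promoters or exons of neighbouring genes 10 to 15 kb apart. The first, with 2050 observed and 987 expected counts, joined the TSS bin of Asna1 and Trir at 85025001 to 85030000 on chromosome 8 to that of Tnpo2, a nuclear import receptor gene, 10 kb away. Cyba, an NADPH oxidase subunit gene, and Mvd, a cholesterol synthesis gene, were joined with 1692 observed counts at 10 kb (ratio 2.86). Tln1 and Creb3 were joined to Gba2 and Rgp1 with 1549 counts at 15 kb. In a further pair an exon bin of Dedd and Nit1 met the TSS bin of Nit1 and Pfdn2 with 1518 counts, at a ratio of 7.02. By ratio, the first interaction joined the promoter bins of C130026I21Rik (85270001 to 85275000) and Sp110 (85595001 to 85600000) on chromosome 1 over 325 kb, with 77 observed and 1.66 expected counts (ratio 46.4). In these bins 50.3% of the 31-base sequences of a bin also occurred in the other. The next 4 were the Jun partners in Fggy at 820 and 870 kb (ratios 38.6 and 37.9), the Plk2 partner at 840 kb and the Maf partner in Wwox.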

Values the study reported

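The study sorted its HiChIP interactions by its own sets of active promoters and enhancers. It reported 145,907 interactions between enhancers, 81,411 between an enhancer and a promoter, and 10,710 between promoters. It found no interaction that differed between IL-4 and control cells at a false discovery rate below 0.1 and an absolute log2 fold change above 1.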

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

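No paired analysis was possible because the list is pooled over conditions and replicates, and for the same reason leaving out replicates in turn was not possible. The alternatives with the outermost TSS of each gene and with the leading gene of a list left out were chosen after seeing the data. The permuted CTCF motif gave no pair of bins for the orientation test. Where a value moved, the cause was not tested, except that stricter limits keep fewer interactions by construction.

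The number of interactions was 111697 at FDR under 1e-06, 63959 at ratios of at least 4 and 58277 with 1 per cluster. The median distance was 115 kb at the stricter FDR, 180 kb at counts of at least 10, 360 kb at ratios of at least 4, 285 kb with 1 per cluster and 175 kb without singletons, and the median ratio was 3.46, 3.07, 5.03, 3.87 and 3.04 in the same order. The share with a TSS at neither end was 28.6%, 36.2%, 45.8%, 36.0% and 37.2% in that order. It was 22.9% with TSS within 2500 bp, 18.9% within 5000 bp, 29.7% with all biotypes and 42.2% with the outermost TSS. The share with a TSS at both ends was 5.56% at the stricter FDR, 4.71% at counts of at least 10, 2.56% at ratios of at least 4 and 4.71% without singletons. It was 12.8% within 2500 bp, 19.9% within 5000 bp, 9.34% with all biotypes and 3.39% with the outermost TSS.

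The excess of TSS bins among partners fell to 0.575 percentage points at ratios of at least 4 and kept its side of the threshold under the other 7 alternatives, with 10.1 percentage points when TSS within 2500 bp counted. The convergent CTCF excess kept direction and side of the threshold under all 5 alternatives that gave a value. With reordered letters the motif ratios were 1.20 for CTCF, 1.04 for PU.1, 1.03 for C/EBP, 0.932 for AP-1, 1.02 for STAT6, 0.954 for IRF and 0.963 for NRF. With GC matching they were 1.11 for PU.1, 1.05 for C/EBP, 0.991 for STAT6 and 1.04 for NRF, and over 200 kb 1.10 for PU.1 and 1.02 for C/EBP, none past the threshold.

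Of 280 comparisons of gene list percentiles, 246 kept their call. With genes of at least 1 interaction alone, percentiles of medians were 0.38 for IL-4-responsive, 96.7 for macrophage identity, 91.8 for IL-4 signalling, 89.5 for housekeeping, 2.15 for B cell, 0.3 for dendritic cell, 0.125 for stromal, 1.88 for neuronal, 0.25 for hepatocyte and 2.37 for developmental genes. Percentiles of means were then 1.71 for inflammatory, 96.5 for IL-4 signalling, 75.6 for housekeeping, 30.1 for T cell and 2.8 for B cell genes. Counting clusters gave 97.4 for the median and 91.8 for the mean of IL-4 signalling and 5.34 for the B cell mean. Summed counts gave means at 6.53 for T cell and 5.99 for B cell genes. Without matching the means of housekeeping and T cell genes lay at 97.0 and 2.61 and the developmental median at 2.32. TSS within 2500 bp gave means at 3.39 for T cell, 14.9 for B cell and 6.37 for neutrophil genes and a developmental median at 2.46. The stricter FDR gave means at 2.63 for T cell and 2.93 for B cell genes. Ratios of at least 4 gave 93.2 for the median and 86.5 for the mean of housekeeping genes and 20.0 for the neutrophil mean. Without the leading gene, the means of IL-4 signalling and housekeeping genes lay at 96.1 and 96.6. Of the 50 named genes, 24 kept a number of interactions within 1.5 times at the stricter FDR, 49 at counts of at least 10, 12 at ratios of at least 4, 7 with 1 per cluster, 47 without singletons and 38 within 2500 bp. Depth per sample is unknown, and interactions of low count are the least certain; 19839 interactions had a count under 12.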

Other observations

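Gene families, chosen after the values of the lists were seen, ranged widely in interactions per promoter. Olfactory receptor genes had 131 of 1127 members with an interaction (11.6%), and vomeronasal receptor genes had 19 of 327, led by Vmn1r4 with 55 and Vmn1r1 with 5. Vmn1r4 has an annotated TSS in a bin shared with Nt5c3, a nucleotidase gene with 56 interactions. Ribosomal protein genes had a median of 16 interactions over 75 members, led by Rps14 (62) and Rpl31 (57), and 2 had none. Krüppel-like factors had a median of 3.5 over 16 genes with a wide spread, from 4 genes at 0 to Klf3 with 119 and Klf7 with 97. Interferon regulatory factors had a median of 11 over 9 genes, led by Irf5 (37) and Irf2 (27). Chemokine genes had a median of 1 over 35 genes, with Ccl25 at 43 and Ccl9 at 27.

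The Hox clusters had medians of 3 (Hoxa), 2 (Hoxb), 1 (Hoxc) and 1 (Hoxd) interactions per gene, and no test compared them. Hoxa4 had 72 interactions and Hoxa9 30, and 10 of the 11 Hoxa genes had at least 1. In the Hoxb cluster, Hoxb4 had 50 and Hoxb7 had 31. The highest Hoxc gene was Hoxc9 with 10, and no Hoxd gene exceeded 2. In the fixed developmental list, which holds no Hox gene, the highest value was 6. Within the 14 fixed lists, 1 pair of member promoters was joined directly, Eif4a1 and Polr2a of the housekeeping list, over 85 kb with 224 observed counts (ratio 2.31).

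The interactions with a TSS in 1 bin numbered 137420 here. That is higher than the number of enhancer-promoter interactions quoted from the study above. The interactions without a TSS numbered 88789 here. That is lower than the number of interactions between enhancers quoted from the study above. A TSS lay in both bins of 10893 interactions here, slightly more than the number between promoters quoted from the study above. This closeness depended on the promoter definition. The share with a TSS at both ends was 4.59% here and 12.8% when a TSS within 2500 bp of the bin counted. The study's classes used its own promoter and enhancer sets, which were not used here, and a distance of 2500 bp. Here a TSS had to lie in the bin, so the classes are not the same. The study's numbers together also exceed the 237102 interactions here, so they cannot all be single counts of these bin pairs.

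The patterns below were picked after the class shares, the interactions per gene and the highest ratios had been seen, and their tests and limits were written before the results of the tests. Of the interactions, 37.4% had no protein-coding TSS in either bin, although an H3K4me3 antibody was used. A TSS just outside the bin may account for part of these: counting TSS within 5000 bp lowered the share to 18.9%, above the 10% set as the limit for this as the whole cause. Genes of other biotypes lowered it to 29.7%, which argues against non-coding TSS as the whole cause. H3K4me3 peaks away from annotated TSS stay open, since peak calls were not used here, and no biological explanation was tested.

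The 10 genes with the most interactions were also weighed. They had a median of 8.5 clusters against 4 for genes with an interaction, at percentile 81.9, so part of their rank may come from many bin pairs of the same broad clusters. Their promoter bins had a median of 12.5 GATC sites against 12 (percentile 54.1), which argues against restriction site density. A hypothesis is that sparse gene surroundings allow many contacts: they had a median of 2 other protein-coding genes within 500 kb against 16 (percentile 2.28). Across the 13093 genes with an interaction, which are not independent replicates, the rank correlation of interactions with that number of genes was -0.0602, while their 90th percentile was 47 interactions in the sparsest and 29 in the densest of 5 equal groups of genes, but over all genes the correlation was 0.0234, and 57.9% of genes in the sparsest group had an interaction against 65.4% in the densest, so the hypothesis stays open.

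The interaction with the highest ratio, between C130026I21Rik and Sp110 on chromosome 1, may reflect shared sequence, since 50.3% of the 31-base sequences of a bin occurred in the other, against at most 1.49% in 200 interactions drawn at 300 to 350 kb. Reads from such copies can be placed at either bin, and a contact between the genes is not excluded. For the next 4 interactions by ratio, at Jun, Plk2 and Maf, the median share was 0.0%, which argues against this cause there, and no biological explanation was tested.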
